# Functional genomic characterization of neoblast-like stem cells in larval *Schistosoma mansoni*

**DOI:** 10.7554/eLife.00768

**Published:** 2013-07-30

**Authors:** Bo Wang, James J Collins, Phillip A Newmark

**Keywords:** *Schistosoma mansoni*, stem cells, neoblasts, trematode development, schistosomiasis, Other

## Abstract

Schistosomes infect hundreds of millions of people in the developing world. Transmission of these parasites relies on a stem cell-driven, clonal expansion of larvae inside a molluscan intermediate host. How this novel asexual reproductive strategy relates to current models of stem cell maintenance and germline specification is unclear. Here, we demonstrate that this proliferative larval cell population (germinal cells) shares some molecular signatures with stem cells from diverse organisms, in particular neoblasts of planarians (free-living relatives of schistosomes). We identify two distinct germinal cell lineages that differ in their proliferation kinetics and expression of a *nanos* ortholog. We show that a *vasa*/PL10 homolog is required for proliferation and maintenance of both populations, whereas *argonaute2* and a fibroblast growth factor receptor-encoding gene are required only for *nanos*-negative cells. Our results suggest that an ancient stem cell-based developmental program may have enabled the evolution of the complex life cycle of parasitic flatworms.

**DOI:** http://dx.doi.org/10.7554/eLife.00768.001

## eLife digest

Schistosomiasis—a disease caused by parasitic flatworms known as schistosomes—affects more than 200 million people worldwide, mainly in tropical regions, and in public health importance is second only to malaria (according to the World Health Organization). Chronic infection leads to damage to internal organs, and the disease is responsible for roughly 250,000 deaths each year.

The schistosome parasite has a complex life cycle, and the worms are capable of infecting mammals during just one stage of this cycle. Infection occurs through contact with contaminated freshwater, with the infectious form of the parasite burrowing through skin. Once inside the body, the parasites mature into adults, before reproducing sexually and laying eggs that are excreted by their host back into the water supply.

However, to generate the form of the parasite that can infect mammals, schistosomes must first infect an intermediate host, namely a freshwater snail. When the larval form of the parasite—which cannot infect mammals—enters the snail, the larvae undergo an unusual type of asexual embryogenesis. This results in thousands of parasites that are capable of infecting mammals. Studies suggest that a population of cells known as germinal cells are responsible for this transformation and replication process, but little is known about these cells at the molecular level.

Here, Wang et al. report the gene expression profile of these cells in a species of schistosome, and use RNA-mediated silencing techniques to explore the functions of the genes. This analysis revealed that the germinal cells have a molecular signature similar to that of neoblasts—adult pluripotent stem cells found in free-living flatworms such as planarians. Neoblasts can develop into any cell type in the body, enabling planarians to repair or even replace damaged body parts.

The similarity between neoblasts and germinal cells led Wang et al. to suggest that schistosomes may have evolved their parasitic life cycle partly by adapting a program of development based on stem cells in non-parasitic worms.

**DOI:** http://dx.doi.org/10.7554/eLife.00768.002

## Introduction

*Schistosoma* flatworms infect 230 million people worldwide and cause ∼250,000 deaths per year (van der Werf et al., 2003). These trematodes are transmitted through a life cycle that alternates between asexual and sexual generations in invertebrate intermediate and vertebrate definitive hosts, respectively (Clark, 1974; Shoop, 1988). The life cycle initiates as eggs are excreted from a mammalian host into freshwater, releasing ciliated, free-swimming larvae called miracidia that seek out and penetrate a snail intermediate host. Entry into the snail triggers a series of morphological, physiological, and biochemical transformations (Basch and DiConza, 1974; Kawamoto et al., 1989; Ludtmann et al., 2009; Wu et al., 2009; Parker-Manuel et al., 2011), followed by a clonal expansion of the larvae (called sporocysts at this stage) inside the snail host, ultimately producing thousands of infective cercariae (Figure 1A) (Cheng and Bier, 1972; Ward et al., 1988). Mature cercariae then emerge from the snail into freshwater, burrow through the epidermis of mammalian hosts, migrate to species-specific niches in the host vascular system, develop to adulthood, and begin to reproduce sexually, thereby completing the life cycle. Thus, asexual amplification inside of the snail is vital for propagation of schistosomes.

**Figure 1.**
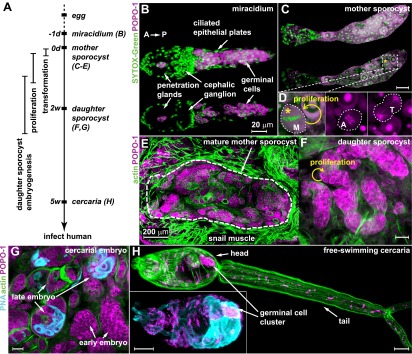
Germinal cells are detected throughout the asexual phase of the *S. mansoni* life cycle. (**A**) A schematic timeline of schistosome asexual amplification. (**B**–**C**) Maximum intensity projections of confocal stacks (top) and single optical slices (bottom) of a POPO-1 and SYTOX-Green co-stained miracidium (**B**) and a sporocyst 24 hr after in vitro transformation (**C**). (**D**) Representative images of cells at metaphase (M), anaphase (A), and telophase (T) (from left to right), captured in sporocysts 24 hr post-transformation. (**E**–**G**) Cryosections of the tentacle of a *Biomphalaria glabrata* snail showing a mother sporocyst (perimeter highlighted by dashed line) with daughter sporocysts packed inside (3 weeks post infection) (**E**); an individual daughter sporocyst that has migrated to the digestive glands of a *B. glabrata* snail 6 weeks post infection (**F**); and cercarial embryos within a daughter sporocyst in the digestive glands of a *B. glabrata* snail 6 weeks post infection (**G**) (staged after Cheng and Bier, 1972). Actin is stained with phalloidin. Peanut agglutinin (PNA) visualizes acetabular glands and ducts of the cercariae. (**H**) A mature cercaria. The inset shows a magnified view of this animal’s head visualized with PNA and POPO-1 staining. Scale bars are 20 µm, except in (**E**) which is 200 µm. **DOI:** http://dx.doi.org/10.7554/eLife.00768.003

A population of totipotent stem cells, historically called ‘germinal cells’, is thought to underlie this unique intramolluscan amplification by undergoing multiple rounds of proliferation and de novo embryogenesis in the absence of fertilization (Olivier and Mao, 1949; Cort et al., 1954; Whitfield and Evans, 1983). Early ultrastructural and histological studies recognized these cells by their stem cell-like morphology and rapid cycling kinetics (Schutte, 1974; Pan, 1980). In support of the totipotency of these germinal cells, serial transplantation of sporocysts into naive snail hosts led to continuous sporocyst propagation and cercarial production (Jourdane and Théron, 1980). These classic studies led to the model that division of these diploid presumptive totipotent stem cells in mother sporocysts produces progeny that are able to independently initiate the embryogenesis of daughter sporocysts (Whitfield and Evans, 1983). These daughter sporocysts, which are essentially sacs filled with germinal cells, can then produce more daughter sporocysts or infective cercariae in the same manner as they were generated themselves. This process represents ‘polyembryony’—during which multiple embryos are produced from the same zygote with no intervening gamete production. Thus, germinal cells appear to possess a unique developmental program, and it is unknown how they are specified, maintained, and regulated molecularly.

In planarians, free-living flatworm relatives of schistosomes, a population of pluripotent stem cells called neoblasts can regenerate injured tissues and replenish a whole animal from a single cell (Newmark and Sánchez Alvarado, 2002; Wagner et al., 2011). Guided by this knowledge, we recently identified a population of neoblast-like cells in adult *Schistosoma mansoni* (Collins et al., 2013). These observations led us to hypothesize that germinal cells underlying schistosome asexual amplification may share a similar molecular program. Here, we show that the proliferating cells in sporocysts express many conserved stem cell genes. Using RNA interference (RNAi) we identify conserved regulators that are required to maintain the proliferative capacity of these cells. The similarity between these germinal cells in schistosome larvae, somatic stem cells in schistosome adults, and planarian neoblasts, links embryonic development and homeostatic tissue maintenance in these parasites; furthermore, it suggests that adaptation of an ancient stem cell developmental program may have enabled the evolution of complex trematode life cycles.

## Results

### Tracking germinal cells through the intramolluscan stages of the schistosome life cycle

Based on previous studies showing that germinal cells in schistosome larvae have a distinct morphology—high nuclear-to-cytoplasmic ratio, a large nucleolus, and cytoplasm densely packed with ribosomes (Pan, 1980)—we reasoned that nucleic acid stains that preferentially label RNA could provide a means to label these cells specifically. Thus, we screened a number of nucleic acid-binding dyes and determined that POPO-1 clearly distinguishes the RNA-rich germinal cells from the other somatic cell types. In particular, POPO-1 strongly stains the nucleolus and cytoplasm of the germinal cells. This staining enabled us to track these cells through various stages of intramolluscan development both in vitro and in vivo (Figure 1).

Consistent with previous work (Pan, 1980), we found 10–20 germinal cells in the posterior half of the body of free-swimming miracidia after hatching from the egg (Figure 1B). In vitro transformation of miracidia into sporocysts triggered germinal cell proliferation (Yoshino and Laursen, 1995; Ivanchenko et al., 1999; Bixler et al., 2001): we observed these cells in mitosis as early as 24 hr post-transformation (∼0.2 mitoses per animal) (Figure 1C,D), which is consistent with the behavior of these cells in vivo after miracidia penetrate a snail host (Schutte, 1974). Following their long-term development in vivo, POPO-1 staining identifies a similar cell type throughout various stages of schistosome asexual development, including: developing daughter sporocysts in the mother (Figure 1E); motile daughters that have broken away from the mother and migrated to the snail digestive glands (Figure 1F); and cercarial embryos developing inside the daughter sporocysts (Figure 1G). These POPO-1-labeled cells ultimately segregated into a compact cluster in cercariae (Cheng and Bier, 1972) (Figure 1H), presumably saved for the next stage of development after their penetration into mammalian hosts (Dorsey et al., 2002). These observations reveal a morphologically homogeneous presumptive stem cell population that persists through the larval stages of the schistosome life cycle.

### Proliferation kinetics at the miracidium-to-sporocyst transition

In order to characterize these cells molecularly, we focused on the miracidium-to-mother sporocyst transition. To define this transition more precisely and examine the initiation of cell proliferation, at different times following in vitro transformation, we treated sporocysts with 5-ethynyl-2′-deoxyuridine (EdU), a thymidine analogue that is incorporated into DNA during S-phase of the cell cycle (Salic and Mitchison, 2008). For these experiments, miracidia were transformed to mother sporocysts in vitro and co-cultured with an immortalized snail cell line (*Bge* cells) under hypoxic conditions (Figure 2A) (Yoshino and Laursen, 1995; Ivanchenko et al., 1999; Bixler et al., 2001). During the first 20 hr after transformation, few cells incorporated EdU. However, between 20–24 hr, we typically observed 1–2 clusters of EdU^+^ germinal cells, which are identified by their nucleolar and cytoplasmic POPO-1 staining. At later time points (48–64 hr), a large fraction of germinal cells in the sporocyst incorporated EdU, and all EdU^+^ cells exhibit a germinal cell-specific morphology. These cells were actively dividing as we routinely observed many mitotic figures in these samples (Figures 1D and 2A). As a result of this massive proliferative burst, these germinal cells increased dramatically in number and came to occupy most of the sporocyst body, tripling sporocyst size during the first 3 days. These results suggest that a tightly regulated, sharp developmental transition begins at ∼20 hr post-transformation, when the first wave of proliferation starts.

**Figure 2.**
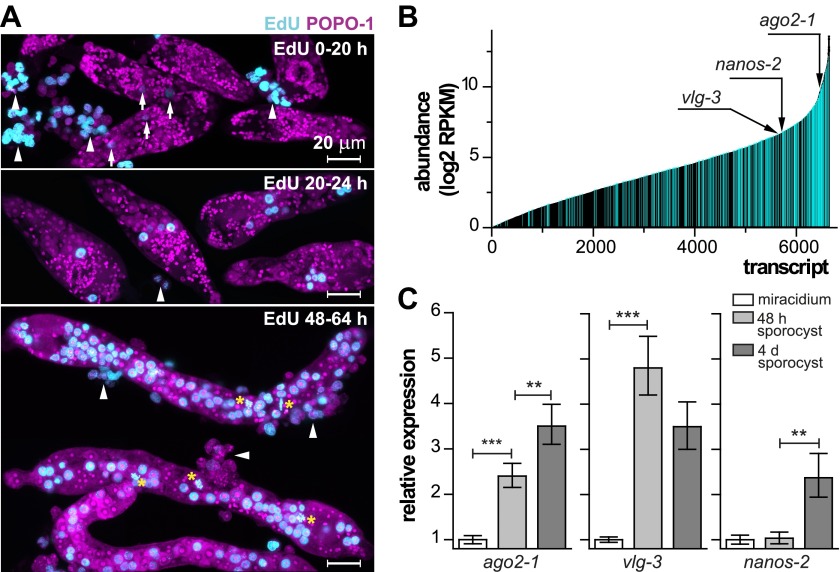
Life-cycle stage-specific transcriptional profiling to characterize germinal cell gene expression. (**A**) EdU labeling to detect proliferating cells at various time points following transformation. For these experiments sporocysts were co-cultured with *Bge* cells, a cell line derived from embryos of *B. glabrata* snails, to sustain the normal development of larval schistosomes. Arrows indicate cells weakly incorporating EdU at the early time point; arrowheads indicate proliferating *Bge* cells. Asterisks highlight cells in mitosis. In the absence of SYTOX-Green, POPO-1 also stains somatic nuclei, which are small and compact. Scale bars are 20 µm. (**B**) Transcripts expressed in sporocysts 48 hr post-transformation, ranked by abundance as measured by RNAseq. Orthologs shared between sporocyst-enriched genes and planarian neoblast-enriched transcripts are highlighted in cyan. (**C**) Relative expression levels of *ago2-1*, *vlg-3*, and *nanos-2* during sporocyst development with respect to the expression in miracidia, measured by qPCR in biological triplicate. Error bars are standard deviations. **p<0.01. ***p<0.001 (*t*-test). **DOI:** http://dx.doi.org/10.7554/eLife.00768.004

**Figure 2—figure supplement 1.**
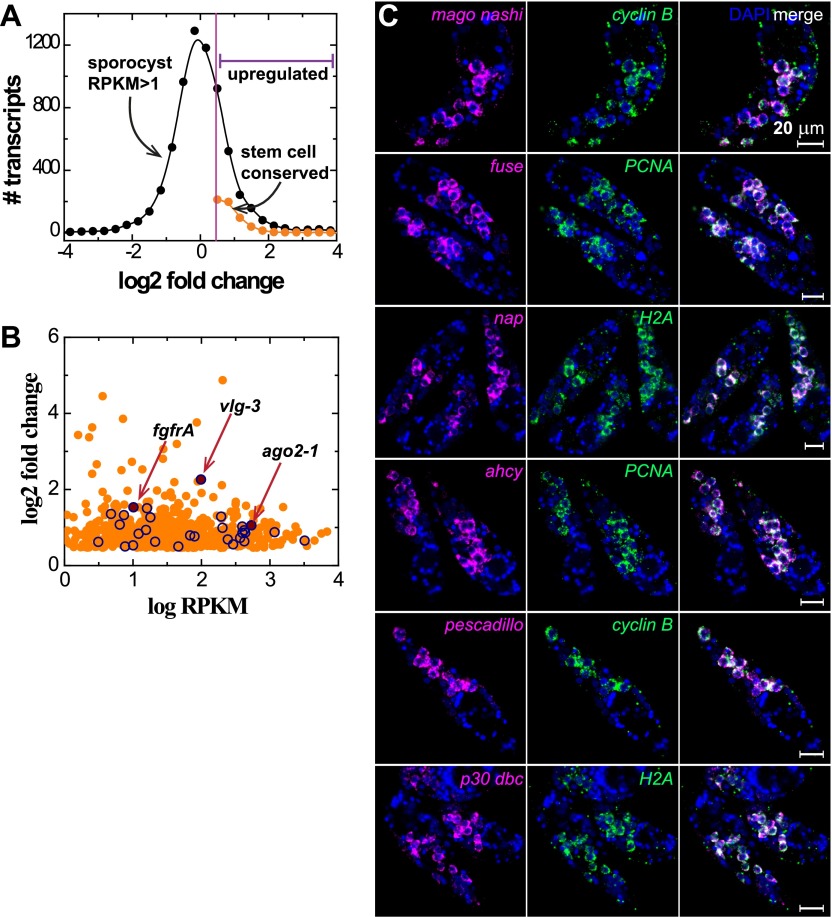
Transcriptional profiling reveals genome-wide similarity between schistosome germinal cells and planarian neoblasts. (**A**) Histogram of fold changes of gene expression in sporocysts 48 hr post-transformation with respect to expression in miracidia, follows a log-normal distribution. The half standard deviation is used as the threshold to define differentially expressed transcripts. (**B**) Expression of sporocyst-specific genes that have homologs in neoblast-enriched transcripts is plotted logarithmically in fold change vs RPKM. A group of well-characterized conserved stem cell/neoblast markers, including *ago2-1*, *vlg-3*, and *fgfrA*, listed in Table 1, is highlighted by open symbols. (**C**) Confocal sections of sporocysts 24 hr post-transformation showing the expression of various conserved neoblast genes which overlap with the expression of cell cycle-associated transcripts. From top to bottom: *mago nashi* homolog (Smp_103470), far upstream (fuse) binding protein (Smp_044550), nucleosome assembly protein (nap, Smp_023530), adenosylhomocysteinase (ahcy, Smp_028440), pescadillo related gene (Smp_055800), and p30 dbc protein (Smp_193440). **DOI:** http://dx.doi.org/10.7554/eLife.00768.005

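The fold changes behind the histogram are RPKM in sporocysts over RPKM in miracidia, from 1 library per stage and without a pseudocount. For the 6674 genes with an RPKM above 1 in sporocysts and with reads in miracidia, the log2 fold change had a mean of 0.02, a median of -0.02 and a standard deviation across genes of 0.94. Which genes the paper took the standard deviation from is not given in the sources used here, so this set is an assumption. A threshold of 0.5 standard deviations of it was a log2 fold change of 0.47, which is a 1.38-fold change. The skewness of the log2 fold changes was 0.597 and their excess kurtosis 6.36.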

### Transcriptional profiling identifies germinal cell-associated transcripts

Since the miracidium-to-sporocyst transition is associated with both an increase in the number of proliferative germinal cells and a switch from a quiescent state to an actively proliferating state, we reasoned that the transcriptional profile of sporocysts would be enriched for mRNAs associated with germinal cells. Thus, we compared the gene expression profiles of miracidia and sporocysts 48 hr post-transformation using RNA sequencing (RNAseq). 

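RNA from about 10000 animals per stage was sequenced as 1 library of freshly hatched miracidia and 1 library of sporocysts 48 hr post-transformation. The sporocysts had been kept with Bge cells, a snail cell line. With 1 library per stage, no test between replicates is possible, and the values describe this pair of libraries. The authors mapped the reads to the S. mansoni genome version 5 with CLC Genomics Workbench, and deposited for each gene its read counts and its RPKM. The version of the program, its mapping settings and the step that selected RNA for the libraries are not given in the sources used here. The paper states about 90000000 reads of 100 bp per sample. The deposited table holds 72497872 reads in miracidia and 79995937 in sporocysts, and the RPKM values use these totals. They count the reads on every feature, ribosomal RNA included, and are called the reads on genes below. For each of the 10770 genes with an exon length, the RPKM was recomputed from the exon reads, the exon length and this total, to a relative difference of at most 0.0001. Exon reads made up 86.8% of these totals in miracidia and 86.6% in sporocysts. Nuclear ribosomal RNA was 2.69% of the totals in miracidia and 1.01% in sporocysts, and this difference enters both shares. Uniquely mapped reads made up 91.2% of the totals in both libraries. A further 2535 features without an exon length were left out of the gene counts, but their reads are part of the totals.
The headers of the deposited table give each group of columns a read-file name of the other stage. The columns were assigned by their group names, under which all 1699 entries of Supplementary files 1A and 1B, for 1688 distinct genes, had the RPKM values listed there for each stage, to the same relative difference. Fold changes were taken from the deposited RPKM values. Their 95% intervals are exact conditional (Clopper-Pearson) intervals of the ratio of the exon reads, scaled by the library totals, and they cover counting error only. A count of 0 allows up to 3 reads, which for 1 kb of exon is an RPKM of 0.0414 in miracidia and 0.0375 in sporocysts. A list of genes was compared with 10000 random lists of the same size, matched on mean expression in 20 bins.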

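In sporocysts, 6677 of the 10770 genes in the table, or 62.0%, reached an RPKM above 1, and in miracidia 6930 did. Both stages reached it for 6450 genes, sporocysts alone for 227 and miracidia alone for 480. A minimum of 10 reads in place of the RPKM value moved the count in sporocysts most, to 8227 genes. Of the genes detected in sporocysts, 1648 (24.7%) lay above the threshold of 0.5 standard deviations, and 3 of these had no reads in miracidia. The whole counting interval lay above the threshold for 1306 of them. Of the genes detected in miracidia, 2119 lay below the mirror image of the threshold, and 5 of these had no reads in sporocysts. The alternative that moved the number of upregulated genes most was a 2-fold threshold, which 646 genes reached. With the total reads multiplied by edgeR's TMM factor, the log2 fold change of every gene rose by 0.14. The median of the 7149 genes detected in either stage with reads in both moved from -0.08 to 0.07. There were then 2124 upregulated and 1701 downregulated genes, so that upregulated genes were 55.5% of the genes past the threshold, against 43.7% with the deposited RPKM.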

Of the 10,852 predicted genes in the annotated *S. mansoni* genome (Berriman et al., 2009; Protasio et al., 2012), 6677 genes were detected in 48 hr sporocysts with an RPKM (reads per kilobases of transcript per million mapped reads) value above 1 (Figure 2B); 1662 of these genes were upregulated relative to miracidia (Figure 2—figure supplement 1A and Supplementary file 1A).

Besides the clonal expansion of germinal cells, the transition from miracidium-to-sporocyst is associated with numerous physiological and anatomical changes. Reasoning that germinal cells and planarian neoblasts may share a similar transcriptional signature, we compared our dataset with transcripts enriched in FACS-purified planarian neoblasts (Önal et al., 2012) to identify putative germinal cell-specific transcripts. Indeed, we noticed substantial overlap between these two datasets: of the 1662 genes upregulated in sporocysts, ∼30% of them (581 genes) shared similarity (e-value < e^−10^) with neoblast-enriched transcripts (Figure 2—figure supplement 1, and Supplementary file 1C). Conversely, more than ∼20% (864/4032) of neoblast-enriched transcripts shared similarity with sporocyst-enriched mRNAs. 

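Supplementary file 1C lists 580 of these genes by identifier, and each was found in the deposited table. The threshold computed from the deposited RPKM was passed by 572 of them. Their median RPKM was 16.5 in miracidia and 30.9 in sporocysts, and their median log2 fold change was 0.78. At least a 2-fold increase was seen for 29.1% of the genes listed, against 39.2% of all upregulated genes. The list was drawn from genes upregulated in these libraries, and it holds too large a part of them for random lists matched on expression to be drawn from the others. Its fold changes are therefore given without a comparison of that kind. The similarity search itself uses planarian sequences that were not analysed here.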

To better define the similarity between these datasets, we identified a total of 4749 1:1 schistosome-to-planarian orthologs using reciprocal BLAST comparisons (e-value < e^−10^) (Figure 2B). 1579 orthologs were enriched in planarian neoblasts; quite interestingly, 1525 of them (96.5%) were expressed in sporocysts as well (RPKM in sporocysts >1). We examined the overlap between neoblast-enriched transcripts and sporocyst-enriched genes and identified 331 orthologs (20% of 1662 genes that are upregulated in sporocysts) (Figure 2B, and Supplementary file 1D). This list may contain a core set of genes that are essential for stem cell proliferation and maintenance. 

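All 331 orthologs of Supplementary file 1D were found in the table, and 328 of them are also in Supplementary file 1C. With the threshold computed from the deposited RPKM, 326 were upregulated. A 2-fold threshold moved this number most, to 71. The whole counting interval lay above the threshold for 267. In sporocysts their RPKM ranged from 1.01 to 4504, and the most abundant held rank 10 among all genes. The median RPKM of the genes detected in sporocysts was 15.2, and 247 of the orthologs lay above it. In miracidia 322 of the orthologs already had an RPKM above 1.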

As a comparison, 12% (1248/10,125) of the remaining schistosome transcripts have orthologs in the planarian neoblast transcriptome. Given the differences in how these datasets were generated (i.e., FACS-purified cells from planarian vs whole schistosome sporocysts), together with the fact that the miracidium-to-sporocyst transformation is expected to result in transcriptional changes independent of germinal cell number, this degree of overlap seems likely to underestimate the similarity between the transcriptomes of germinal cells and planarian neoblasts.

In addition to components of cell cycle and DNA repair machinery, examination of these overlapping gene sets identified many conserved factors associated with stem cell maintenance and germ cell development in diverse organisms (Table 1), including a pair of fibroblast growth factor receptors (*fgfr*) (Ogawa et al., 2002; Lanner and Rossant, 2010; Wagner et al., 2012; Collins et al., 2013), three components of PRC2 (polycomb repressive complex 2; suppressor of Zeste 12, *Sm-sz12*, enhancer of Zeste, *Sm-ezh*, and embryonic ectoderm development, *Sm-eed*) (Surface et al., 2010; Wagner et al., 2012; Önal et al., 2012), a p53 homolog (Pearson and Sánchez Alvarado, 2010), a *bruno*-like (*bruli*) RNA-binding protein (Guo et al., 2006), and an *argonaute2*-like gene (Gomes et al., 2009; Rouhana et al., 2010; Li et al., 2011; Leonardo et al., 2012). 

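Among the 31 genes of Table 1, the log2 fold change ranged from 0.50 to 2.26, and all 31 were upregulated. At a 2-fold threshold 12 of them passed, and with a pseudocount of 1 RPKM 29. The whole counting interval lay above the threshold for 27 genes, and the exceptions were egfr (Smp_165470), fhl, eed and junl, with lower ends between 0.39 and 0.46. By identifier, 28 of the genes are in Supplementary file 1C and 15 in Supplementary file 1D.
Of the pair of fibroblast growth factor receptors, fgfr (Smp_157300), on chromosome 2 of genome version 5 from 21069332 to 21098164 with 10 exons, rose from an RPKM of 3.04 (426 reads) to 6.42 (992 reads), a log2 fold change of 1.08 with a 95% counting interval of 0.91 to 1.24. Of the PRC2 components, Sm-sz12 (Smp_047720) rose from 5.65 to 16.0 RPKM, with a log2 fold change of 1.50 (1.42 to 1.59). For Sm-ezh (Smp_078900) the RPKM was 8.11 and 15.5, and the log2 fold change 0.94 (0.86 to 1.01). Sm-eed (Smp_165220) went from 32.7 to 46.3 RPKM, and its interval of 0.44 to 0.56 includes the threshold. The gene annotated as cellular tumor antigen P53, Smp_139530, had 485 reads in miracidia and 1081 in sporocysts, which is 3.20 and 6.46 RPKM and a log2 fold change of 1.01 (0.86 to 1.17). The single-exon gene bruli (Smp_041350), on the scaffold 7.unplaced.SC_0100 from 486592 to 487284, rose from 5.47 to 15.3 RPKM, a log2 fold change of 1.48 (1.29 to 1.69). Cell cycle genes of Table 1 included PCNA (Smp_046500), at 194 and 395 RPKM, and polo kinase (Smp_009600), at 43.1 and 149 RPKM.

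**Figure D1:**
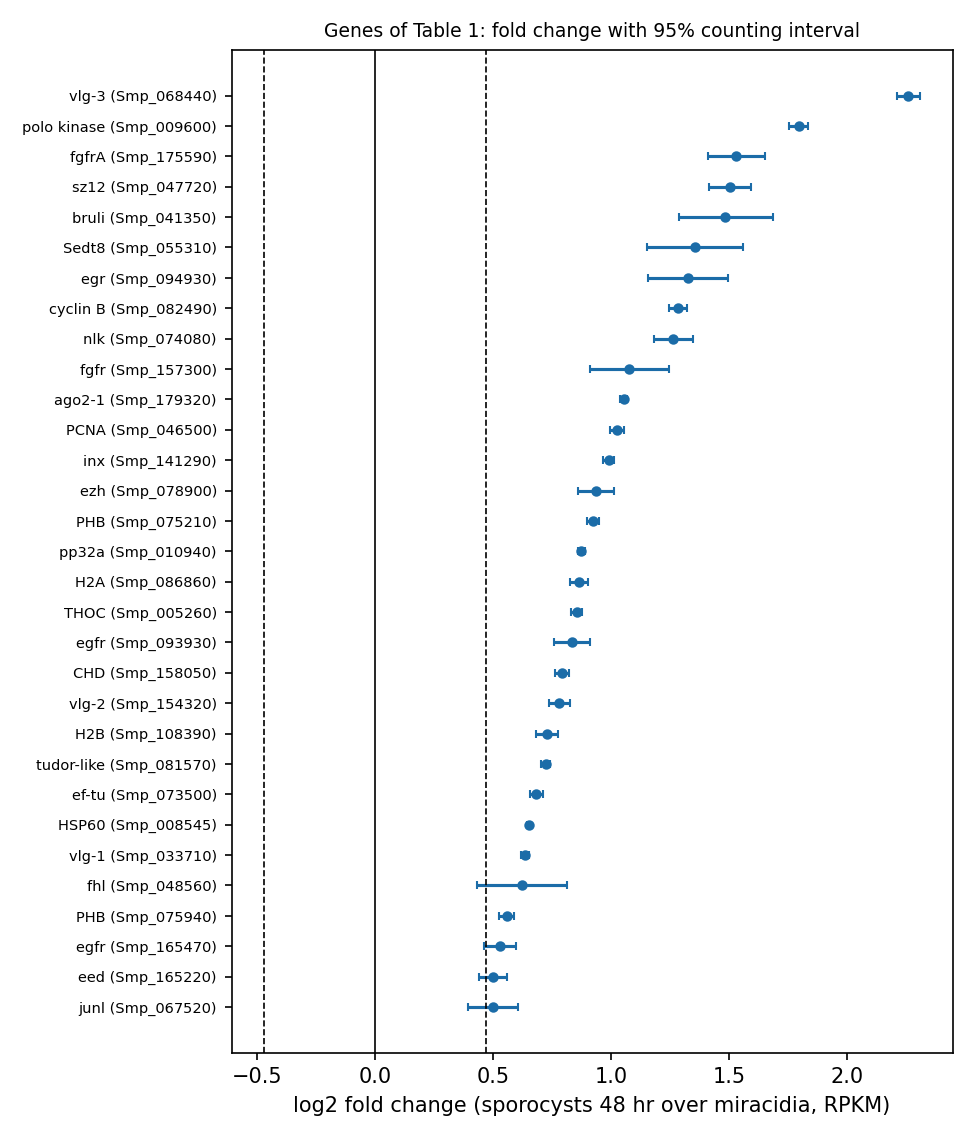
log2 fold change of RPKM in sporocysts 48 hr post-transformation over miracidia for the 31 genes of Table 1, 1 library per stage. Points are genes, whiskers their 95% counting intervals, the solid line no change and the dashed lines the upregulation threshold and its mirror image; vlg-3 has the largest fold change, and the intervals of egfr (Smp_165470), fhl, eed and junl cross the threshold.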

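Supplementary file 1B lists helicase genes annotated as DEAD box, including genes that did not rise in these libraries. It leaves out 3 genes with that annotation, and how it was drawn up was not examined here. The paper singles out the family for its upregulated members in these same libraries. The comparisons with random lists are therefore not independent evidence that it rose. Of the 37 genes listed, 34 reached an RPKM above 1 in at least 1 stage. Smp_210270 stayed below it, and Smp_084690 and Smp_190120 had no reads in either library. This does not show that they are silent. Smp_084690 has 33 bp of exon, less than a read of 100 bp, and Smp_190120 has 213 bp within the span of Smp_158970. Smp_211330, with 70.2% of its reads also mapped elsewhere, lies within the span of Smp_211340. Both are among the 34 and may not be separate genes. The median log2 fold change of the 34 genes was 0.33, at percentile 99.4 among random lists matched on mean expression, of which the middle 95% lay between -0.28 and 0.25. In sporocysts 24 were higher and 10 lower, and 5 of those 10 became higher with edgeR's TMM factor. The number past the upregulation threshold was 11, where the random lists had a median of 8 and a middle 95% of 3 to 13. That count lies at percentile 91.3, a comparison chosen after the values had been seen. The whole counting interval lay above the threshold for 7. A 2-fold threshold moved the count most, to 2, which are Smp_068440 (vlg-3) and Smp_047110, and with the TMM factor it was 18. Smp_172030 and Smp_158970 lay past the threshold in the other direction, with log2 fold changes of -0.48 and -0.55, and with the TMM factor neither did.
The 3 genes related to vasa and PL10 were all upregulated. Smp_154320 (vlg-2), on the scaffold SC_0203 of genome version 5 from 262500 to 275252 with 8 exons, rose from 46.1 RPKM (6139 reads) to 79.2 RPKM (11638 reads), a 1.72-fold change with a counting interval of 1.67 to 1.77. Smp_033710 (vlg-1), on the scaffold 2.unplaced.SC_0108 from 626781 to 636350 with 9 exons, rose from 272 RPKM (45188 reads) to 423 RPKM (77448 reads), a 1.55-fold change (1.54 to 1.57). Reads that also mapped elsewhere made up 27.3% of those of Smp_057020, which was upregulated with unique reads too, and none of those of vlg-1, vlg-2 and vlg-3.

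**Figure D2:**
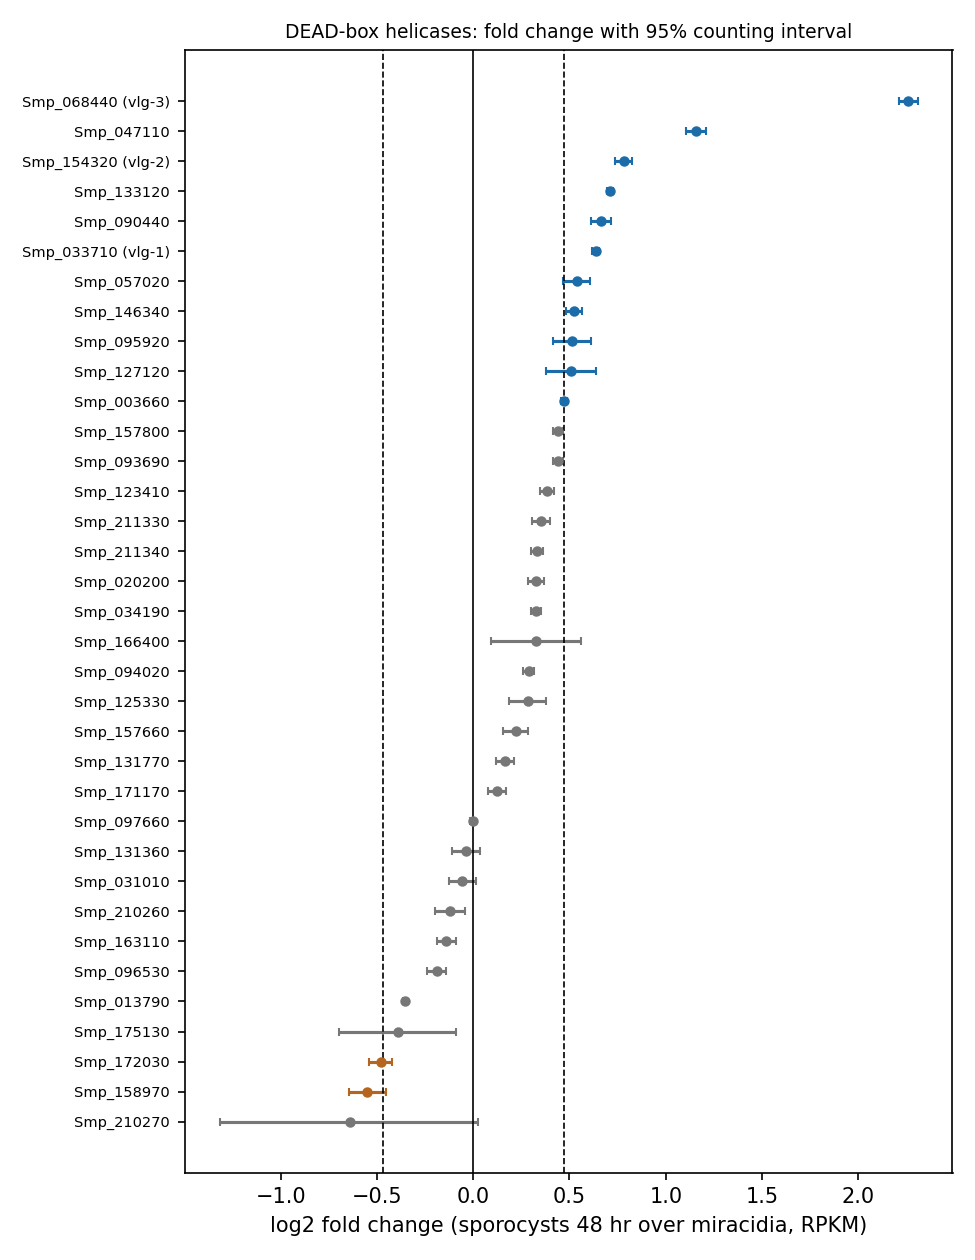
log2 fold change of RPKM in sporocysts 48 hr post-transformation over miracidia for the DEAD-box helicases of Supplementary file 1B that have reads, 1 library per stage. Points are genes, whiskers 95% counting intervals, the solid line no change and the dashed lines the upregulation threshold and its mirror image; blue marks the 11 upregulated genes and brown Smp_172030 and Smp_158970, which stay inside the threshold under TMM scaling, where 5 of the other genes left of the solid line move to its right.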

Strikingly, 11/37 DEAD-box helicases (DBHs) in the *S. mansoni* genome are upregulated in sporocysts (Supplementary file 1B), including three *vasa*/PL10 homologs (Skinner et al., 2012) that may play a similar role in flatworm parasites to that of *vasa* in other metazoans (Juliano et al., 2010; Tsai et al., 2013) (for consistency with previous studies [Shibata et al., 1999; Ohashi et al., 2007; Skinner et al., 2012], we will refer to these *vasa*/PL10 homologs as *vasa*-like genes [*vlg*]). Taken together, this comparison between parasitic and free-living flatworms suggests that proliferating germinal cells in sporocysts share some common features with planarian stem cells. 

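Set against the other upregulated genes, the orthologs of Supplementary file 1D had the smaller fold changes. Their median log2 fold change was 0.71, below all 10000 random lists of upregulated genes of like expression, of which the middle 95% lay between 0.82 and 0.90. The genes of Table 1 had a median of 0.87, at percentile 72.4 of such lists. Both lists were chosen among genes upregulated in these libraries, so neither comparison is independent evidence that they increase. By expression in sporocysts the orthologs that passed the threshold had a median RPKM of 46.3. From the overlap with neoblast-enriched transcripts, the conserved factors and the helicases, the paper proposes that proliferating germinal cells in sporocysts have some features in common with planarian stem cells.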

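Cyclophilin and transketolase were found by their annotation, and the paper gives the identifier of adenosylhomocysteinase in the legend of the supplement of Figure 2. The gene annotated as cyclophilin, Smp_040130, lies on chromosome 5 of genome version 5 from 7964642 to 7965291. Its RPKM was 1389.8 in miracidia and 2573 in sporocysts, a log2 fold change of 0.89 with a counting interval of 0.87 to 0.90. Of 4 other genes whose annotation names cyclophilin, none was upregulated. Smp_084080 had a log2 fold change of 0.40, which passed the threshold only with TMM or DESeq2 scaling, at 0.54. Smp_054330 was at -0.19. Smp_040790 was at -0.05, and rose to 0.09 with TMM scaling. Smp_080150 fell past the threshold, at -0.49, but not with TMM scaling. Adenosylhomocysteinase Smp_028440 rose from 254 to 579 RPKM, a log2 fold change of 1.19 (1.17 to 1.20), while Smp_096020, with the same annotation, was at 0.06 (0.01 to 0.10). Transketolase Smp_059790, on chromosome 1 from 50670990 to 50682929, rose from 151 to 448 RPKM, a log2 fold change of 1.57 (1.55 to 1.59). Smp_040130, Smp_028440 and Smp_059790 are all listed in Supplementary file 1C, and 2 of them in Supplementary file 1D.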

Interestingly, this set of conserved germinal cell-enriched genes also contains several targets accessible with available small-molecule drugs (e.g., cyclophilin, adenosylhomocysteinase, transketolase) (Crowther et al., 2010), suggesting that these cells could serve as a potential vulnerable point to block schistosome propagation.

**Table 1.** Expression in miracidia and sporocysts of schistosome homologs of planarian neoblast-enriched transcripts, measured by RNAseq **DOI:** http://dx.doi.org/10.7554/eLife.00768.006

Gene name	RPKM (miracidia)	RPKM (sporocysts)	Fold change
***vasa-like*** *(vlg,* **Smp_068440**, 154320, 033710)	20.6/46.1/272.4	98.5/79.2/423.1	4.8/1.7/1.6
***polo kinase*** **(Smp_009600)**	43.0	149.5	3.5
***fgfr*** (**Smp_175590**, 157300)	3.5/3.0	10.2/6.4	2.9/2.1
*sz12* (Smp_047720)	5.6	16.0	2.8
*bruli* (Smp_041350)	5.5	15.3	2.8
*Sedt8* (Smp_055310)	1.9	4.8	2.6
*egr* (Smp_094930)	3.0	7.4	2.5
***cyclin B*** **(Smp_082490)**	79.7	194.0	2.4
*nlk* (Smp_074080)	7.5	18.0	2.4
***ago2-1*** **(Smp_179320)**	258.9	537.5	2.1
***PCNA*** **(Smp_046500)**	194.0	395.0	2.0
*inx* (Smp_141290)	102.6	203.7	2.0
*ezh* (Smp_078900)	8.1	15.5	1.9
*PHB* (Smp_075210, 075940)	222.0/197.7	421.0/290.8	1.9/1.5
*pp32a* (Smp_010940)	641.7	1176.3	1.8
***H2A*** **(Smp_086860)**	240.3	437.1	1.8
*THOC* (Smp_005260)	219.6	397.3	1.8
*egfr* (Smp_093930, 165470)	6.8/7.0	12.1/10.0	1.8/1.4
*CHD* (Smp_158050)	39.6	68.6	1.7
*tudor-like* (Smp_081570)	222.8	367.8	1.7
***H2B*** **(Smp_108390)**	124.6	206.5	1.7
*ef-tu* (Smp_073500)	151.6	243.6	1.6
*HSP60* (Smp_008545)	2051.5	3224.7	1.6
*fhl* (Smp_048560)	2.0	3.1	1.5
*eed* (Smp_165220)	32.7	46.3	1.4
*junl* (Smp_067520)	5.5	7.7	1.4

Expression of genes in bold is confirmed in this study with qPCR or FISH.

### Conserved post-transcriptional regulators define distinct populations of germinal cells

In addition to their widely appreciated roles in germ cell specification, maintenance, and differentiation, a network of conserved post-transcriptional regulators (e.g., *piwi/argonaute*, *vasa*, and *nanos*) are associated with multipotency in many metazoans (Juliano et al., 2010). In diverse organisms, co-expression of these ‘germline genes’ specifies progenitor cells that can contribute to both soma and germline (Juliano et al., 2010). Though *piwi* and *vasa* appear to be absent from schistosome genomes (Gomes et al., 2009; Collins et al., 2013), the *S. mansoni* genome has three *argonaute* homologs, two *nanos* homologs (Figure 3—figure supplement 1), and three *vasa*/PL10 homologs (*vlg*) (Skinner et al., 2012; Tsai et al., 2013). These genes, with the exception of *Sm-nanos-1* (Smp_057740), are all expressed abundantly in sporocysts. Among them, *Sm-ago2-1*, *Sm-vlg-3*, and *Sm-nanos-2*, are upregulated in sporocysts, but with different kinetics (Figure 2C and Table 1; for clarity, the prefix ‘Sm’ will be omitted from gene names for the rest of the paper): *ago2-*1 increases steadily in expression throughout early sporocyst development; *vlg-3* expression increases sharply following transformation, then plateaus; and *nanos-2* mRNA expression does not increase until 4 days post-transformation.

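By RPKM in sporocysts, ranked among all genes, Sm-ago2-1 (Smp_179320) held rank 220 at 538 RPKM, and Sm-vlg-1 rank 272. The next were the other argonaute gene of the same scaffold, Smp_102690, at rank 387 with 291 RPKM, Sm-nanos-2 (Smp_051920) at rank 964 with 102 RPKM, Sm-vlg-3 (Smp_068440) at rank 986 with 98.5 RPKM, and Sm-vlg-2 at rank 1206. The third gene with the argonaute annotation, Smp_198380, had 17.8 RPKM and rank 3105. The identifier the paper gives for Sm-nanos-1 was not analysed here. The gene annotated with a Nanos RNA binding domain, Smp_055740, had 3 reads in miracidia and 1 in sporocysts, which is within the 3 reads that a count of 0 allows. Whether it is Sm-nanos-1 is not settled here.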

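In the RNAseq libraries, vlg-3 (chromosome 2 of genome version 5, from 7480041 to 7495359, 9 exons) rose from 4226 to 22342 reads, and its RPKM in miracidia was 20.6. This is a 4.79-fold change, with a counting interval of 4.64 to 4.95. For ago2-1 (scaffold SC_0250, from 11056 to 17725, 18 exons) there were 52708 reads in miracidia, or 259 RPKM, and 120746 in sporocysts, a 2.08-fold change (2.05 to 2.10). Reads that also mapped elsewhere were 4.42% of these, and with unique reads alone the fold change was 2.06. Its neighbor Smp_102690, with 4.54% of such reads, changed by 0.13 on the log2 scale (0.11 to 0.14), and Smp_198380 by -0.41 (-0.47 to -0.35). At 48 hr nanos-2 (chromosome 4, from 3420411 to 3421965, 8 exons) was not upregulated. It had 9392 reads in miracidia and 9410 in sporocysts, a log2 fold change of -0.14 (-0.18 to -0.10) that became 0.00 with edgeR's TMM factor.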

To examine whether these genes are expressed in germinal cells, we developed a method for whole-mount RNA fluorescence in situ hybridization (FISH) in sporocysts. Using this method, we confirmed that *ago2-1* transcripts were enriched in germinal cells (Figure 3A). These cells also expressed the cell cycle-regulated gene *PCNA* (Figure 3A top). Following a 24 hr EdU pulse, >95% (2178/2282) of EdU^+^ cells expressed *ago2-1* and ∼90% (1626/1815) of the *ago2-1*^*+*^ cells incorporated EdU (Figure 3A, bottom). Similar observations were made with *vlg-3* (Figure 3B), suggesting that both *ago2-*1 and *vlg-3* are expressed preferentially in proliferative germinal cells.

**Figure 3.**
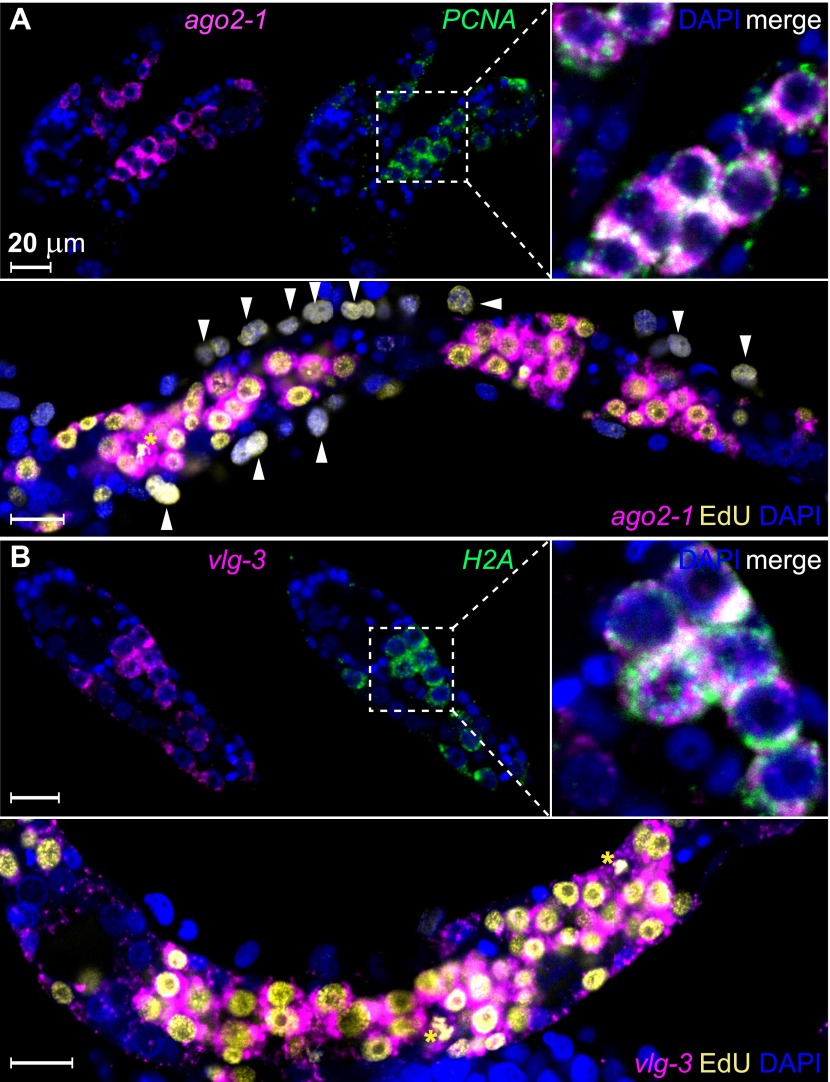
*ago2-1* and *vlg-3* are expressed in proliferative germinal cells. (**A**) Top: confocal sections showing colocalization of *ago2-1* and *PCNA* by FISH in sporocysts 24 hr post-transformation. Bottom: cells expressing *ago2-1* incorporate EdU after a pulse 48–72 hr post-transformation. (**B**) *vlg-3* is co-expressed with the cell cycle-associated transcript, *H2A* (top), and *vlg-3* is expressed in cells that incorporate EdU following a pulse at 48–72 hr post-transformation (1254 *vlg-3*^+^ EdU^+^/1362 EdU^+^ cells) (bottom). Arrowheads indicate proliferating Bge cells; asterisks indicate mitotic cells. Scale bars are 20 µm. **DOI:** http://dx.doi.org/10.7554/eLife.00768.007

**Figure 3—figure supplement 1.**
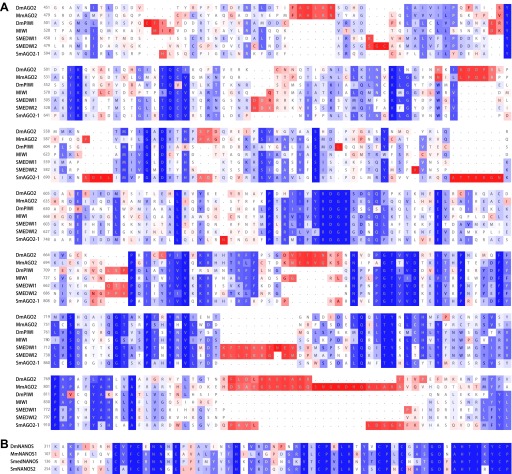
SmAGO2-1 is homologous to PIWI and AGO2 proteins, and SmNANOS2 is homologous to NANOS proteins. The alignments are shown with respect to homologs of *Drosophila melanogaster* (Dm), *Mus musculus* (Mm), and planarian *Schmidtea mediterranea* (SMED) proteins. (**A**) PIWI domains. (**B**) Nanos RNA-binding domains. Blue: conserved residues, red: divergent residues. **DOI:** http://dx.doi.org/10.7554/eLife.00768.008

By contrast, *nanos-2* expression was detected only in a subset of *ago2-1*^*+*^/*vlg-3*^+^ cells (Figure 4A,B). This observation suggests the existence of two distinct populations of germinal cells: *nanos-2*^*+*^ or *nanos-2*^*−*^ cells. Monitoring the ratio of these two cell populations over time, we found the *nanos-2*^*−*^ population expanded at a higher rate (doubling time ∼24 hr) than the *nanos-2*^*+*^ population (Figure 4C). To examine if these cells possess differences in their cell cycle kinetics, we pulsed sporocysts with EdU for various lengths of time and determined the fraction of *nanos-2*^*+*^or *nanos-2*^*−*^ germinal cells that were EdU^+^ (Figure 4A,D). Following a 4-hr EdU pulse, ∼70% of the *nanos-2*^*−*^ cells were EdU^+^, whereas only ∼5% of the *nanos-2*^*+*^ cells were EdU^+^. The fraction of *nanos-2*^*+*^ cells that were EdU^+^ increased to ∼40% with an 8-hr pulse, and to ∼75% with a 16-hr pulse. With either an 8-hr or 16-hr pulse, ∼95% of *nanos-2*^*−*^ germinal cells were EdU^+^. To rule out the possibility that EdU^+^/*nanos-2*^*+*^ cells are progeny of the more rapidly proliferating *nanos-2*^*−*^ cells, we administrated a short 4-hr EdU pulse followed by a 12-hr chase period in the absence of EdU. We found that only 6% of *nanos-2*^*+*^ cells were EdU^+^. Since a similar fraction of EdU^+^/*nanos-2*^*+*^ cells is observed immediately following a pulse (Figure 4D), it is unlikely that *nanos-2*^*−*^ germinal cells differentiate to produce *nanos-2*^*+*^ cells. Collectively, these observations suggest that *nanos-2*^*+*^ germinal cells have a longer cell cycle and enter S-phase less often than do *nanos-2*^*−*^ germinal cells. This differential rate of proliferation likely explains why the upregulation of *nanos-2* expression is delayed following transformation (Figure 2C).

**Figure 4.**
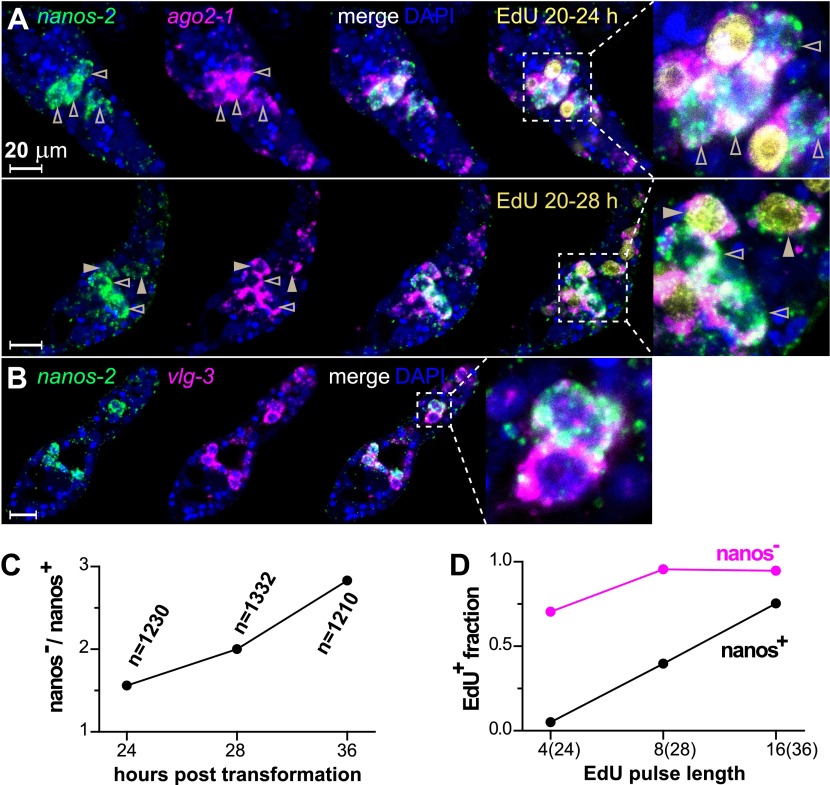
*ago2-1*, *vlg-3*, and *nanos-2* expression identifies heterogeneity in the germinal cell population. (**A**) FISH to detect *nanos-2* and *ago2-1* mRNA in EdU-labeled parasites. Relative to the *nanos-2*^−^ germinal cells, *nanos-2*^+^ cells require longer time periods to incorporate EdU. Germinal cells are defined as *ago2-1*^+^ cells. The open arrowheads indicate *nanos-2*^+^ cells that are EdU^−^, whereas filled arrowheads point to those that are EdU^+^. Times for EdU pulses are indicated in figures. (**B**) FISH to detect *nanos-2* and *vlg-3* mRNA. Scale bars are 20 µm. (**C**) The ratio between *nanos-2*^−^ and *nanos-2*^+^ germinal cells increases with time after transformation. (**D**) Fractions of cells that incorporate EdU after pulses of various lengths. All EdU pulses start at 20 hr post-transformation, and the end times are indicated in the parentheses along the x-axis. **DOI:** http://dx.doi.org/10.7554/eLife.00768.009

### *vasa* and *argonaute* homologs are required for germinal cell maintenance and proliferation

Motivated by the pivotal role of post-transcriptional regulation in various stem cell populations and during embryonic development (Juliano et al., 2010), we characterized the functions of *ago2-1* and *vlg-3* using RNAi (Boyle et al., 2003; Rinaldi et al., 2009). For these experiments parasites were treated with double-stranded RNA (dsRNA) continuously while in the egg, after hatching, and during sporocyst development (Figure 5A). Using this procedure we were able to achieve robust reductions (>80%) in both *ago-2* and *vlg-3* mRNA levels, as measured by quantitative real-time PCR (qPCR). To assess the functions of these genes we monitored EdU incorporation in RNAi-treated parasites. Consistent with these genes regulating germinal cell proliferation, RNAi of either *ago2-1* or *vlg-3* resulted in significantly fewer EdU^+^ germinal cells following a 24-hr EdU pulse (Figure 5B,C). Inhibition of either *ago-2* or *vlg-3* also resulted in a significant reduction in the levels of cell cycle-associated transcripts such as *polo kinase* and *histone H2B*, as well as germinal cell-associated genes (*ago2-1*, *vlg-3*, and *fgfrA*) (Figure 5D). To resolve whether these effects were due to defects in cell proliferation or loss of the germinal cells, we examined the expression pattern of germinal cell markers by FISH after RNAi treatments. We observed that RNAi of *vlg-3* resulted in the loss of both *nanos-2*^*+*^ and *nanos-2*^*−*^ germinal cells (Figure 5E), suggesting that it promotes the maintenance of the entire germinal cell population. In contrast to *vlg-3,* reduction of *ago2-1* levels resulted in loss of only *nanos-2*^*−*^ germinal cells; *nanos-2*^+^ cells were still present (Figure 5F). However, the absence of proliferation after *ago2-1* RNAi (Figure 5C) suggests that the remaining *nanos-2*^*+*^ cells fail to proliferate. These observations are consistent with qPCR quantification, in which expression of *nanos-2* was reduced after *vlg-3* RNAi but retained after *ago2-1* RNAi (Figure 5D).

**Figure 5.**
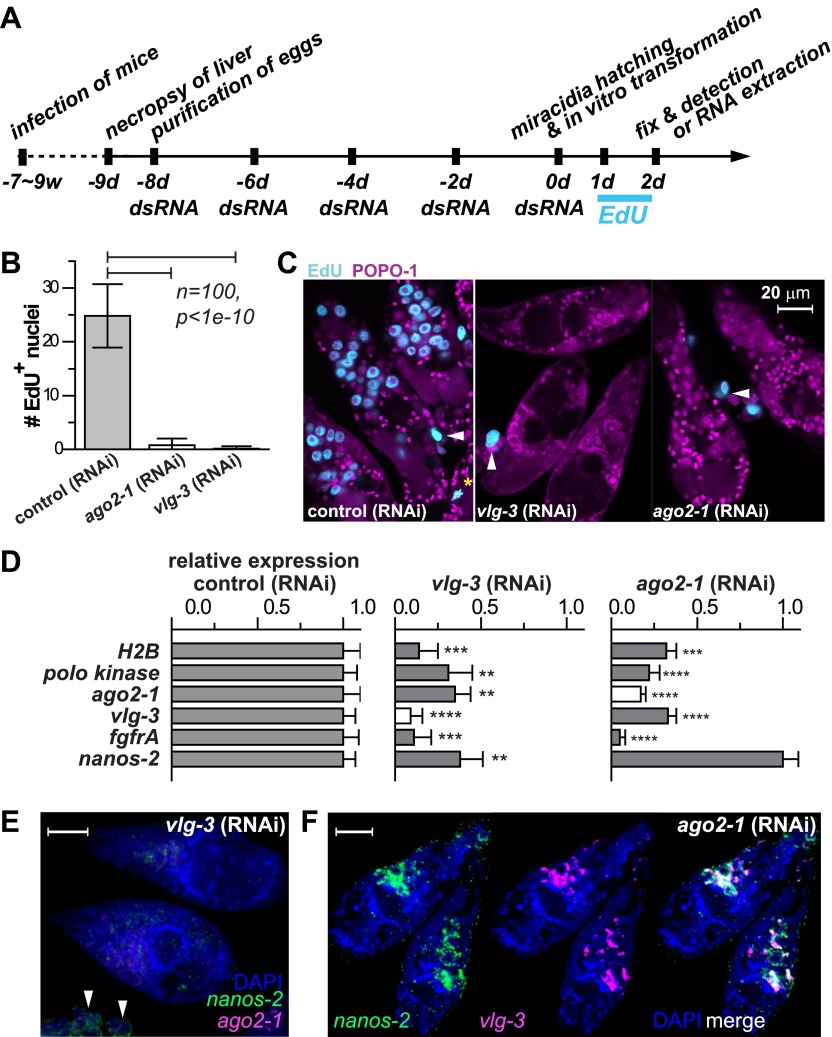
*vlg-3* and *ago2-1* are required for germinal cell maintenance and proliferation. (**A**) Timeline for RNAi experiments; EdU was added to the culture at 20–40 hr post-transformation. (**B**) Average number of EdU^+^ nuclei per sporocyst in control, *ago2-1* (RNAi), and *vlg-3* (RNAi) experiments. (**C**) Representative confocal stacks showing EdU incorporation after RNAi. Arrowheads indicate proliferating *Bge* cells; asterisk indicates an EdU^+^ mitotic cell. (**D**) Relative gene expression levels measured by qPCR for control and RNAi sporocysts, both in biological triplicate. The white bars indicate the genes targeted by RNAi. Error bars represent standard deviations. **p<0.01, ***p<0.001, ****p<0.0001 (*t*-test). (**E**–**F**) FISH to detect *nanos-2* and *ago2-1* expression after *vlg-3* RNAi (**E**), and *nanos-2* and *vlg-3* expression after *ago2-1* RNAi (**F**). In (**E**), non-specific binding of probes to the *Bge* cells illustrates the background levels (arrowheads). The expression patterns in control RNAi animals are unchanged. Scale bars are 20 µm. **DOI:** http://dx.doi.org/10.7554/eLife.00768.010

### *fgfrA* expression and function suggest that a similar signal transduction network functions in germinal cells and adult schistosome stem cells

Noting that *ago2-1* and *nanos-2* are also expressed in somatic stem cells in adult schistosomes (Collins et al., 2013), we speculated that a similar network may regulate both adult stem cells and germinal cells. Indeed, *fgfrA*, which is essential for maintenance of adult stem cells, is also upregulated in sporocysts (Figure 6A, Figure 2—figure supplement 1, and Table 1) and its expression depends on either *ago2-1* or *vlg-3*, suggesting that *fgfrA* is present in germinal cells (Figure 5D). 

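In the RNAseq libraries, fgfrA (Smp_175590), which is annotated as a tyrosine kinase and lies on chromosome 1 of genome version 5 from 19631133 to 19682367 with 13 exons, rose from 3.53 to 10.2 RPKM. The counts were 716 reads in miracidia and 2283 in sporocysts, all uniquely mapped. This is a 2.89-fold change with a 95% counting interval of 2.66 to 3.15. A pseudocount of 1 RPKM lowered it to 2.47-fold, and edgeR's TMM factor raised it to 3.19-fold. Its rank by RPKM was 5465 in miracidia and 3896 in sporocysts.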

To examine the function of *fgfrA* we performed RNAi experiments. Disruption of *fgfrA* mRNA blocked germinal cell proliferation, measured by reduced EdU incorporation (Figure 6B) and downregulation of cell cycle-associated transcripts (Figure 6C). Similar to *ago2-1* RNAi parasites, *fgfrA* RNAi also resulted in reduced *ago2-1* and *vlg-3* expression levels, while having no significant effect on the expression of *nanos-2* (Figure 6C). These results suggest a similar role for FGF signaling in controlling the proliferation of stem cells in both larval and adult schistosomes.

**Figure 6.**
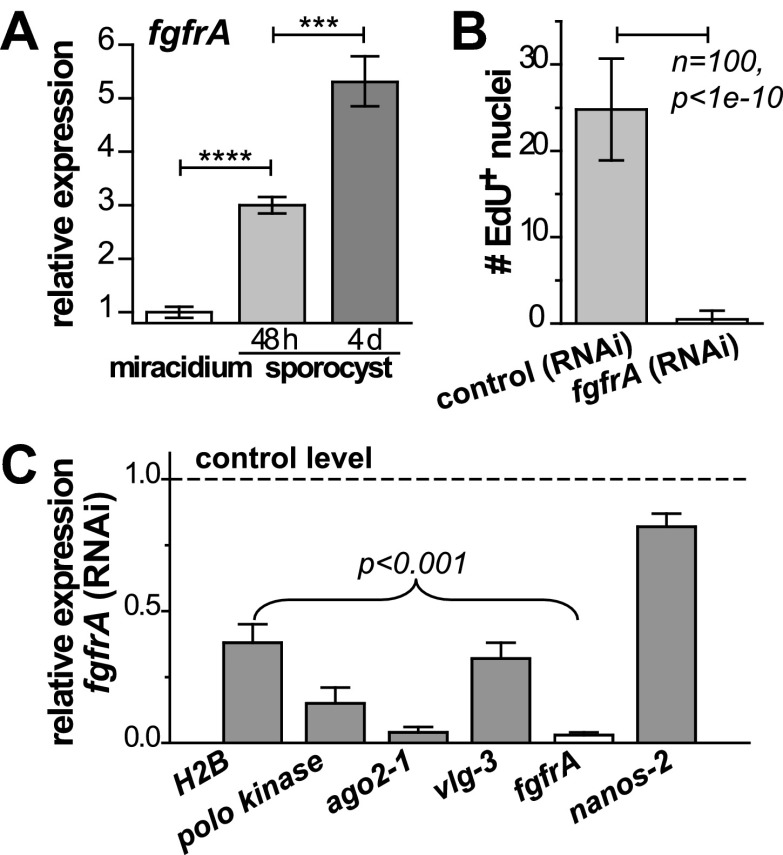
*fgfrA* is required for germinal cell proliferation. (**A**) Relative expression levels of *fgfrA* during sporocyst development with respect to the expression in miracidia, measured by qPCR. (**B**) Average number of EdU^+^ nuclei per sporocyst in control and *fgfrA* (RNAi) parasites labeled at 20–40 hr post-transformation. (**C**) Relative gene expression levels measured by qPCR for control and *fgfrA* (RNAi) sporocysts. The white bar indicates efficient knockdown of *fgfrA* by RNAi. qPCR experiments were performed in biological triplicate. Error bars are standard deviations. ***p<0.001, ****p<0.0001 (*t*-test). **DOI:** http://dx.doi.org/10.7554/eLife.00768.011

## Discussion

Comparison between sporocyst germinal cells described in this study and somatic stem cells recently identified in adult schistosomes (Collins et al., 2013) reveals significant molecular similarities, suggesting that these stem cells may persist throughout the entire schistosome life cycle. These germinal cells also exhibit many transcriptional and functional similarities with the neoblasts of free-living planarians. In planarians, PRC2 components are enriched in neoblasts, and are required for neoblast self-renewal and long-term maintenance (Wagner et al., 2012; Önal et al., 2012); disruption of *ago2* expression downregulates a specific set of miRNAs and blocks neoblast self-renewal (Rouhana et al., 2010; Li et al., 2011); *Smed-fgfr1* is expressed in a subset of planarian neoblasts; *Smed-fgfr4* (Wagner et al., 2012) and *Smed-bruli* (Guo et al., 2006) are both enriched in neoblasts; and *vasa* is required for the proliferation and expansion of neoblasts (Rouhana et al., 2010; Wagner et al., 2012). Although schistosomes do not have a true *vasa* ortholog, the *vasa*/PL10 homolog *vlg3* may have assumed a ‘vasa-like’ role in schistosome stem cell maintenance (Tsai et al., 2013). Consistent with this idea, *vasa*/PL10 homologs in monogenean flatworms, which also lack *vasa*, are essential for germline development (Ohashi et al., 2007). This conservation at both the cellular and molecular levels suggests an ancient role for these genes in regulating stem cell populations in flatworms. In light of these observations, it is plausible to suggest that neoblast-driven developmental programs inherited from their free-living ancestors may have enabled the evolution of complex trematode life cycles. These pluripotent cells may help the worms adapt successfully to obligate parasitism, by enabling both rapid expansion of an infective population and long-term tissue maintenance in the hostile environments within their intermediate and definitive hosts. Thus, future studies deciphering the evolutionary relationships between various neoblast-like cell populations are essential to understand the successful transmission and pathogenesis of various parasitic flatworms.

Our data revealing the existence of two germinal cell subpopulations (*nanos-2*^*+*^ and *nanos-2*^*−*^ cells) are reminiscent of observations in some other trematode species, in particular *Echinostoma*. In these parasites, proliferating germinal cells are present as two morphologically distinguishable populations (Galaktionov and Dobrovolskij, 2003). One of these populations, smaller in cell size, was speculated to be the most ‘undifferentiated’ cell type, whereas the other was thought to have more restricted developmental potential and enter embryogenesis directly. Although this morphological heterogeneity was not observed in schistosomes (Pan, 1980), our results uncovered molecular heterogeneity in these germinal cells. The observation that germinal cells expressing *nanos-2* exhibit slower cell-cycle kinetics is consistent with the conserved role of *nanos* in lengthening the cell cycle by repressing mitotic transcripts in primordial germ cells from many animals (Juliano et al., 2010). Along with our observations that *nanos-2* is also expressed in germ cells in schistosome adult gonads (Wang and Newmark, unpublished) as well as adult somatic stem cells (Collins et al., 2013), it is reasonable to expect the *nanos-2*^*+*^ cells may be more totipotent or germ cell-like, whereas the *nanos-2*^*−*^ germinal cells may be more primed towards somatic fates. Given recent advances (Dvořák et al., 2010; Rinaldi et al., 2012), transgenic approaches to dissect the existence of such a developmental hierarchy may be possible in the future.

Our results provide an initial molecular description of germinal cells in schistosome intramolluscan development. Based on the classic literature, the biology of these cells is quite unique: proliferative totipotent stem cells that directly undergo embryogenesis in the absence of fertilization. We find that, in spite of this unique developmental program, these cells possess a molecular signature similar to that of neoblasts in free-living flatworms, as well as stem cells from diverse organisms. This conserved molecular context opens access to understanding these cells, and may lead to strategies for intervening and blocking the transmission of the disease.

## Materials and methods

### Parasites

*S. mansoni* (strain: NMRI) life cycle stages were provided by the Biomedical Research Institute (BRI, Rockville, MD) via the NIAID Schistosomiasis Resource Center through NIH-NIAID contract no. HHSN272201000005I. To purify *S. mansoni* eggs, livers from mice (6–8 weeks post infection) were sterilized and digested in 5% clostridial collagenase (Sigma, St. Louis, MO) solution at 37°C for ∼20 hr (Mann et al., 2010). The digested suspension was then forced through a 105-µm sieve, followed by repeated centrifugation and washing. Remaining liver tissue was removed by Percoll sucrose gradient centrifugation (Mann et al., 2010). Purified eggs were cultured at 37°C/5% CO_2_ in Basch’s medium 169 (Basch, 1981), supplemented with 10% heat-inactivated fetal bovine serum (FBS, Hyclone/Thermo, Logan, UT) and 1× antibiotic-antimycotic (Gibco, Carlsbad, CA) for up to 10 days without significantly reducing the hatching rate of miracidia.

Free-swimming miracidia were hatched in artificial pond water under bright light for 3 hr (Samuelson et al., 1984). Unhatched eggs (typical hatching rate ∼70–80%) and empty egg shells were removed by centrifugation. Miracidia were transformed in vitro to mother sporocysts by exchanging pond water with sporocyst culture medium (Ivanchenko et al., 1999). The sporocyst suspensions were co-cultured with *Bge* cells at 37°C/5% CO_2_/5% O_2_. These conditions have been derived to maintain long-term cultures of sporocysts (Bixler et al., 2001).

Cercariae were obtained from *Biomphalaria glabrata* snails (Schistosomiasis Resource Center) ∼5–8 weeks post infection by exposing snails to bright light at 28°C for 1–2 hr. Cercariae and miracidia were fixed in 4% formaldehyde in pond water supplemented with 0.2% Triton X-100 and 1% NP-40.

### Cryosectioning

Infected *B. glabrata* snails were fixed (4% formaldehyde in pond water with 0.2% Triton X-100 and 1% NP-40) at 4°C for at least 24 hr. Then the shell was crushed and removed, the snail tissue was equilibrated in 30% sucrose overnight, embedded in tissue freezing medium (TBS), and cryosectioned. 30 μm sections were stained with combinations of 10 µM phalloidin conjugated to Alexa Fluor 568, 1 µM POPO-1 iodide, 5 µM SYTOX-Green (Invitrogen, Carlsbad, CA), and/or 20 µg/ml fluorescein-labeled PNA (Vector Laboratories, Burlingame, CA) (Collins et al., 2011). Samples were cleared in *scale* A2 mounting solution (4M Urea, 10% glycerol, 0.1% Triton X-100 in PBS) (Hama et al., 2011). Fluorescence images were obtained on a Zeiss LSM 710 confocal microscope, with a 63× oil immersion objective (N.A. = 1.4). Before imaging, 10 mM ascorbic acid was added freshly to the mounting solution to prevent photobleaching.

### EdU labeling and detection

In vitro transformed sporocysts were cultured with 10 µM EdU (Invitrogen, Carlsbad, CA) for the indicated time periods. Following the EdU pulse, sporocysts were fixed for 30 min at room temperature or overnight at 4°C in 4% formaldehyde in Chernin’s balanced salt solution (Chernin, 1963) with 0.2% Triton X-100 and 1% NP-40. Fixed sporocysts were sequentially dehydrated in 50% methanol and then pure methanol. The dehydrated samples were kept at −20°C overnight, and rehydrated by exchanging methanol with 50% methanol, and then PBSTx (PBS with 0.3% Triton X-100). EdU incorporation was detected by click reaction with 25 µM Alexa Fluor azide conjugates (Invitrogen) for 20 min (Salic and Mitchison, 2008).

### Transcriptional profiling

Total RNA was purified from ∼10,000 freshly hatched miracidia or sporocysts 48 hr post-transformation using Trizol (Invitrogen), and DNase treatment. For RNAseq, individually tagged libraries were prepared and pooled in a single lane. For each sample, ∼90 million 100 bp reads were sequenced on an Illumina HiSeq2000 at the W. M. Keck Center for Comparative and Functional Genomics, and mapped to the annotated *S. mansoni* genome (version 5) (Protasio et al., 2012) using CLC Genomics Workbench (CLC Bio, Aarhus, Denmark). Transcriptome analyses have been submitted to NCBI under the accession number GSE48282. Comparisons between sporocyst and neoblast-enriched genes were performed using a list of 4032 transcripts whose expression was enriched in FACS-purified X1 neoblasts vs X2 neoblast progeny, and Xins differentiated cells (Önal et al., 2012).

For qPCR, total RNA was reverse transcribed to cDNA, and quantified on an Applied Biosystems Step One Plus station using GoTag qPCR reagents (Promega, Madison, WI). Experiments were performed with three independent biological replicates, each containing ∼5000 animals. Relative expression levels were determined using the ΔΔC_t_ calculation. The relative fold changes across samples measured by RNAseq were validated by qPCR of 10 randomly picked genes, giving R^2^ ≈ 0.9. Four genes, Smp_093230 (actin-related protein 10), Smp_197220 (60S ribosomal protein L35), Smp_089880 (fad oxidoreductase), and Smp_169030 (aspartyl-tRNA synthetase) served as internal controls. These genes did not show life cycle stage-specific expression and their expression was not altered following RNAi. The primers used are listed in Supplementary file 1E.

### RNA FISH

The fixed, dehydrated samples were stored in methanol at −20°C for up to 2 weeks without noticeable signal deterioration. The parasites were transferred to baskets (35-µm mesh, Intavis, Koeln, Germany), rehydrated, treated with 2 µg/ml proteinase K (Invitrogen) for 3–5 min, and post-fixed for 10 min in 4% formaldehyde in PBSTx. Hybridization and detection followed the protocol developed for adult worms (Collins et al., 2013), except for the following modifications. The hybridization was carried out at 52°C overnight with ∼500 ng/ml antisense riboprobes, synthesized with standard in vitro transcription reactions incorporating digoxigenin-12-UTP (Roche) or dinitrophenol-11-UTP (Perkin Elmer). Following stringency washes at 52°C, the samples were blocked with 1% casein and 7.5% horse serum, and incubated with anti-digoxigenin-peroxidase (1:1000; Roche, Indianapolis, IN) or anti-dinitrophenol-peroxidase (1:250; Perkin Elmer, Waltham, MA) at 4°C overnight. Detection was performed using tyramide signal amplification (TSA) with home-made tyramides (King and Newmark, 2013). For multi-color FISH, the peroxidase was quenched for 30 min in 0.1% sodium azide solution between sequential detections of different transcripts. Clones used for riboprobe and dsRNA synthesis were generated as described elsewhere (Collins et al., 2010), with oligonucleotide primers listed in Supplementary file 1F.

### RNAi

dsRNA was transcribed in vitro as described elsewhere (Collins et al., 2010). The newly purified eggs (∼5000 eggs per ml) were soaked with ∼20 µg/ml dsRNA for 8 days, with dsRNA freshly added every other day (Figure 5A). Following hatching, the sporocysts were transformed and maintained in sporocyst medium supplemented with ∼20 µg/ml of dsRNA. As a negative control, parasites were soaked with a 1.5 kbp dsRNA derived from an irrelevant bacterial sequence (Collins et al., 2010).

How the deposited data were processed for this re-analysis (not part of the article)

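RNA of whole miracidia and of whole sporocysts 48 hr post-transformation was sequenced by the authors, as 1 library per stage, tagged, pooled and run in a single lane. The deposited table holds, for each feature of the S. mansoni genome version 5, raw read counts from CLC Genomics Workbench and an RPKM. The program's version, its mapping settings and its filters are not given in the sources used here, and neither is the RNA selection step of the library kit. The RPKM of a gene is its total exon reads per length of exon, scaled by the reads on all features of that library. This was checked for every gene by recomputing it. The table has 13305 features. The 10770 with an exon length were analysed as genes. The others carried 1973579 reads in miracidia and 822636 in sporocysts. Apart from their place in the library totals, they were used only for ribosomal RNA. Of the columns named for a library, 22 were not used.

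Sporocysts were compared with miracidia by the log2 fold change of the deposited RPKM. A gene counted as detected above 1 RPKM. A gene detected in sporocysts counted as upregulated when its log2 fold change was above 0.5 standard deviations of the log2 fold changes of all such genes, measured from 0, or when it had no reads in miracidia. The mirror image of this rule, applied to genes detected in miracidia, gave the downregulated genes. No test between the stages and no p-value is given, since there are no replicates. The 95% intervals of single fold changes are exact conditional intervals of a ratio of 2 counts (scipy 1.17.1) and cover counting error only, not the difference between batches of animals or libraries. A gene at 0 in 1 library is given as a bound against 3 counts in that library. Lists and families of genes were compared with 10000 random lists of the same size, drawn with a fixed seed from genes matched on mean expression in 20 bins. For the orthologs and Table 1 these were drawn among upregulated genes, because both lists had been chosen among them. Random lists hold unrelated genes. Where the genes of a family change together, the percentile can overstate how unusual its median is.

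Before the data were examined, the comparisons, the alternatives and 14 gene families defined by words in the annotation were written down, together with the rule for the genes named in the text. That rule takes every gene the paper names by identifier, the argonaute, p53 and small-molecule target genes found by annotation, the 5 largest rises and the 5 largest falls among genes with an RPKM above 1 in the higher library and at least 100 reads over both, and the 5 most abundant genes of each library. A gene with 0 reads in 1 library was ranked at its bound against a floor of 3 counts, so its change can be larger than its rank shows. The values of Table 1 and of Supplementary files 1A to 1C had been seen by then. The mitochondrial mRNAs, further hypoxanthine-guanine phosphoribosyltransferase genes and single venom allergen-like genes were added after their values had been seen. The families were axonemal and ciliary, tubulin, DNA replication, histone, cyclin and mitotic kinase, cytosolic ribosomal protein, heat shock, proteasome, glycolysis, venom allergen-like, tetraspanin, laminin and collagen, G protein-coupled receptor, and calmodulin and EF-hand genes. 2 identifiers the paper gives, for nanos-1 and for an H2B gene measured by qPCR, were not analysed here.

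The alternatives were thresholds of 1.5-fold and 2-fold, library scaling by edgeR's TMM factor (edgeR 4.0.16) or by DESeq2's size factors (DESeq2 1.42.0, in R 4.3.3), uniquely mapped reads, pseudocounts of 0.1 and 1 RPKM, filters at 0.5, 2 or 5 RPKM, at 10 reads or none, the whole counting interval past the threshold, a threshold measured from the mean, a standard deviation from the interquartile range, matching of random lists on miracidia, and Supplementary file 1C in place of 1D. In each, the threshold stayed at its value from the deposited RPKM unless the alternative changed the threshold. The qPCR, FISH and RNAi experiments and the planarian sequences were not analysed here.

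The calls and the intervals were tested on simulated counts with known changes. These counts held counting error only, so they do not test the spread between batches of animals or libraries. The threshold was set beforehand and not computed from a standard deviation. The changed genes were drawn from those with at least 100 expected reads in miracidia. Of 200 genes changed by a log2 fold change of 1 or 2, 194 were called in the right direction, and 57 unchanged genes were called, out of 10770 genes in all. The 95% intervals held the true value for 95.1% of the detected genes with at least 10 reads over both libraries. The matched lists were tested on simulated log2 fold changes unrelated to expression, without counts. A list of 37 genes raised there by 0.8 lay at percentile 100, and random lists lay at percentile 50.9 on average. Smaller rises, such as the median of 0.33 of the DEAD-box helicases, were not simulated. Values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.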

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

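The tests of the mitochondrial mRNAs, of the hypoxanthine-guanine phosphoribosyltransferase genes and of reads shared between venom allergen-like genes were chosen only after these results had been seen.

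The mRNAs encoded by the mitochondrial genome are outside the genes the paper discusses. All 12 were higher in sporocysts, with a median log2 fold change of 3.06 and a range from 2.06 (nad3) to 3.46 (atp6), and their reads went from 0.0410% of the reads on genes in miracidia to 0.328% in sporocysts. Scaling moves all genes of a library alike, and the median of all detected genes was -0.08, or 0.07 with edgeR's TMM factor, with which that of the mitochondrial mRNAs was 3.20. This argues against scaling as the cause. Reads shared with nuclear copies are argued against by the share of reads on these genes that was not unique, which was 0%. Other explanations stay open. A weaker removal of RNA without a long poly(A) tail from the sporocyst library would raise nuclear ribosomal RNA if nothing else acted on it. The reads on that changed by -1.41 on the log2 scale, from 2.69% of the reads on genes to 1.01%, but the step that removed ribosomal RNA is not given in the sources used here, so they do not decide it. More mitochondria per animal would raise mitochondrial ribosomal RNA with the mRNAs. Its log2 fold change was -0.88, which is 0.53 relative to nuclear ribosomal RNA, and the same unknown step acts on this measure, so it decides nothing. Reads from the snail Bge cells of the co-culture could raise conserved transcripts in the sporocyst library alone. The median log2 fold change of 29 nuclear genes of the respiratory chain was 0.083, with 16 higher and 13 lower, which does not decide it either, and no snail sequence was used here. A change in mitochondrial transcription with the stage is a further open explanation, untested, and with 1 library per stage the stage and the library cannot be separated.

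A pair of genes annotated as hypoxanthine-guanine phosphoribosyltransferase were among the 5 largest rises, and the paper does not discuss them. Smp_049850 went from 40 to 4651 reads, a log2 fold change of 6.72 (6.27 to 7.21), and Smp_148820 from 47 to 4762 reads, a log2 fold change of 6.52 (6.11 to 6.97). They lie on the scaffold 4.unplaced.SC_0032 of genome version 5, from 1712110 to 1713034 and from 1730697 to 1733587. Of the other genes with this annotation on the same scaffold, Smp_103560 was at 2.50 and Smp_168500 at -0.92. Reads shared between paralogs are argued against by the unique reads, with which the lower of the log2 fold changes of Smp_049850 and Smp_148820 was 6.54. The low counts in miracidia are argued against as a cause by the lower ends of the intervals, the lower of which is 6.11. Reads from snail cells were not tested for these genes and stay open, as does a difference between batches of animals. A higher expression of these genes after transformation is a hypothesis only.

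The detected venom allergen-like genes with reads in both libraries, a family fixed by its annotation without an expected direction, had a median log2 fold change of -2.04. All 9 were lower in sporocysts and 8 lay past the threshold. The exception was SmVAL11, at -0.10, which moved to 0.04 with edgeR's TMM factor. None of 10000 matched random lists had a median as low. Those lists hold unrelated genes, so they do not allow for related genes that may change together. SmVAL22 went the other way, from 0 to 163 reads, which is at least 49.2-fold higher against a floor of 3 counts in the miracidia library, with the 163 reads taken as exact. The counting interval of the ratio starts at 39.6-fold. With SmVAL22 at the bound against the floor, the median of the 10 genes is -1.89. The reads of these genes may be shared between paralogs, and 40.1% of those of SmVAL2 were not unique, but with unique reads the median of the 9 genes was -2.04. The genes below 1 RPKM in both libraries went both ways and are too low to read. A lower expression of these genes after transformation stays open as a biological explanation, as do differences between batches of animals.

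The paper reports the genes upregulated in sporocysts and not the opposite direction, in which 2119 genes lay past the mirror image of its threshold. At least a 2-fold decrease was seen for 994 of them. The number depends on the scaling of the libraries: with edgeR's TMM factor it was 1701 and with DESeq2's size factors 1702, so that part of it may come from the scaling. The most abundant gene in miracidia, Smp_106930, took 5.87% of the reads on genes there and 2.16% in sporocysts. No annotation, or that of a hypothetical protein, was given for 980 of the downregulated genes, against 665 of the upregulated ones. Loss of the structures of the free-swimming larva is a biological explanation that the stages allow, tested only through the gene families under the other observations.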

How the results depend on the processing

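The threshold at the lowest fold change of Supplementary file 1A, the exon reads as library size and the median of ratios over genes with at least 100 reads were chosen only after the results had been seen. No paired analysis was possible because each stage is 1 library.

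The number of genes detected in sporocysts, 6677, stayed within 1.5 times under every alternative tried, between 6022 at 2 RPKM and 8227 at 10 reads. The number of upregulated genes, 1648, ranged from 1241 with a filter at 5 RPKM to 2303 without a filter, apart from the 2-fold threshold. Only that threshold changed it by more than 1.5 times, to 646, and it does so by its own construction. Among the others, it was 1597 with the threshold measured from the mean and 2045 with the standard deviation from the interquartile range. The number of downregulated genes, 2119, fell to 994 at 2-fold and 1403 with the filter at 5 RPKM, and rose to 3578 without a filter, which admits genes with few reads. Under the other alternatives it lay between 1701 and 3048.

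Library scaling moved every gene in the same direction. With TMM every log2 fold change rose by 0.14, and with DESeq2's size factors by 0.14. The DESeq2 factors were 1 for both libraries because the median ratio fell on genes with equal counts, of which there were 150 among 9264 genes with reads in both libraries. These genes had a median of 2 reads per library. Over genes with at least 100 reads, the median of ratios raised the log2 fold changes by 0.08, and gave 1914 upregulated and 1858 downregulated genes. Upregulated genes were 43.7% of the genes past the threshold with the deposited RPKM, and 55.5% with either TMM or DESeq2.

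Of the DEAD-box helicases, 11 were upregulated with the deposited RPKM, with unique reads, with a pseudocount of 0.1 RPKM and with each filter on low values, and 10 with a pseudocount of 1 RPKM. The number was 2 at 2-fold, 6 at 1.5-fold, 18 with TMM, 18 with DESeq2's size factors, and 7 where the whole counting interval had to pass. With the median of ratios over genes with at least 100 reads it was 13. The many genes just below the threshold are those that the scaling lifts past it. The percentile of their median log2 fold change was 99.4 with the deposited RPKM, 99.6 with unique reads and 99.9 with matching on miracidia. The scalings shift the random lists with it, so they do not test it.

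The number of orthologs upregulated, 326, fell to 71 at 2-fold. It was 572 when Supplementary file 1C took the place of 1D, which is a longer list. Under the other alternatives it lay between 240 and 331. All 31 genes of Table 1 were upregulated under both scalings and with unique reads, 29 with a pseudocount of 1 RPKM, 27 where the whole counting interval had to pass, and 12 at 2-fold.

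Of 135 named genes with reads in both libraries, 86 lay past the threshold. None of the 86 changed direction under TMM, DESeq2, unique reads or a pseudocount of 1 RPKM. Under TMM 3 of them no longer passed, and under a pseudocount of 1 RPKM 4. Among the others, 8 passed only with the scaling, and 9 of all named genes changed sign under it, none of them further from 0 than -0.14. Of the 14 families, 8 had a median outside the middle 95% of matched lists, against 7 under TMM, DESeq2 or unique reads and 6 among genes above 5 RPKM. The scalings change this number only through the genes that pass the filter of 1 RPKM and their matching, so they do not test it either. Under either scaling the medians of 3 families close to 0 changed sign: cyclin and mitotic kinase, heat shock, and glycolysis. Heat shock also did with unique reads, and tetraspanins did above 5 RPKM, where their median was -0.35. The axonemal and ciliary genes above 5 RPKM had a median of -0.37, at percentile 10.1, so that their place outside the random lists rests partly on genes below that level. The G protein-coupled receptors, 5 genes, were at percentile 3.17 with TMM, and too few passed 5 RPKM to give a value.

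Depth limits the calls close to the threshold. Where the whole counting interval had to pass, 1306 of the upregulated and 1719 of the downregulated genes were left. No upregulated gene had fewer than 10 reads over both libraries. The single library per stage is a further limit, because the spread between batches of animals is not measured.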

Differences from the paper's values

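The threshold at the lowest fold change of Supplementary file 1A, the exon reads as library size and the median of ratios over genes with at least 100 reads were chosen only after the values had been seen.

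With the deposited RPKM and the threshold of 0.5 standard deviations, no value differed from the paper's by more than 1.5 times. With alternatives set before the data were examined, some did: the upregulated genes at 2-fold (646 against the paper's 1662), the DEAD-box helicases at 2-fold, at 1.5-fold, with either scaling and where the whole counting interval had to pass (2, 6, 18 and 7 against the paper's 11), and the orthologs at 2-fold (71 against the paper's 331). The smaller differences were these. The paper reports 1662 upregulated genes, against 1648. Of its 1662 genes, 1644 passed the threshold computed from the deposited RPKM, the other 18 had fold changes of 1.38, just below it, and 4 genes passed that are not in its list. The threshold at the lowest fold change in that list gave 1665 genes, of which 1661 are in the paper's list, but was chosen after seeing the values. The paper reports 10852 predicted genes, and 10770 in the deposited table have an exon length. The paper gives 581 genes similar to neoblast-enriched transcripts. Supplementary file 1C lists 580, of which 572 passed. Of the paper's 331 orthologs, 326 passed, and all 331 did with edgeR's TMM factor and DESeq2's size factors, set before the data were examined. Of the settings chosen after the values had been seen, the median of ratios over genes with at least 100 reads gave 331, the exon reads as library size 327, and the lowest fold change of Supplementary file 1A, which is taken from the paper's own list, 331. From the paper's own counts, the genes similar to neoblast-enriched transcripts are 35.0% of its upregulated genes, while its text gives a lower rounded share.

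The paper includes a p53 homolog among the genes shared with neoblasts. The gene annotated as P53, Smp_139530, was upregulated, with a log2 fold change of 1.01, but is in neither Supplementary file 1C nor 1D by its identifier. The paper describes the argonaute, vasa-like and nanos-2 genes as abundant in sporocysts. Of these 7 genes, 6 had ranks by RPKM from 220 to 1206, while the argonaute gene Smp_198380 held rank 3105.

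The paper counts nanos-2 among the upregulated genes, with an increase only at 4 days. At 48 hr its RNAseq fold change was 0.908, and the paper's qPCR shows about 1.0 in Figure 2C, read by eye. For ago2-1 the RNAseq fold change was 2.08 and the paper's qPCR shows about 2.4 in Figure 2C, read by eye. For vlg-3 it was 4.79, against about 4.8 in Figure 2C, read by eye, and for fgfrA 2.89, against about 3.0 in Figure 6A, read by eye.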

Other observations

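Of the tests in this part, the one on the direction of the comparison was written down before its result was seen, and the shares computed from the paper's counts were chosen only after.

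In the headers of the deposited table each group of columns carries a read-file name of the other stage, which raises the question whether the libraries were exchanged. If they were, genes of cilia and of sensory receptors would be higher, and DNA replication genes lower, in the columns of the sporocyst group, since the ciliated plates are shed and germinal cells enter S phase after transformation. The values went the other way. The 28 axonemal and ciliary genes had a median log2 fold change of -0.83 with 24 lower, at percentile 0.03 of matched lists. The 5 G protein-coupled receptor genes had a median of -1.99 with all 5 lower, at percentile 2.42, and the 35 DNA replication genes a median of 0.48 with 31 higher, at percentile 99.97. With TMM these medians were -0.65, -1.54 and 0.63. In the paper's Figures 2C and 6A, qPCR in its own replicates gives ago2-1, vlg-3 and fgfrA as higher at 48 hr, the direction found here. Other families had values that an exchange would also allow. Histone genes, expected to be higher, had a median of -0.40 with 12 of 18 lower, at percentile 1.34, although H2A and H2B of Table 1 were higher. Tubulin genes, expected to be lower, were at 0.15 and percentile 86.0.

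Of the 8 families with an expected direction, 5 had a median in that direction with the deposited RPKM. Of these, 4 lay outside the middle 95% of matched lists, while 1 family lay outside it in the opposite direction. The count depends on the setting. With TMM the G protein-coupled receptors lay inside the middle 95%, at percentile 3.17. Above 5 RPKM the axonemal and ciliary genes did, at percentile 10.1, and the median of the tetraspanins was -0.35. The 10 laminin and collagen genes had a median log2 fold change of 1.76, with 7 higher and 3 lower, at percentile 100. The 33 cyclin and mitotic kinase genes were at -0.02, or 0.12 with TMM, and percentile 55.8. Tetraspanins were at 0.22 and percentile 90.7, with 8 higher and 7 lower. For families without an expected direction, the 27 proteasome genes were at 0.35 and percentile 99.2, and the 21 calmodulin and EF-hand genes at -0.74 and percentile 1.51. The 104 cytosolic ribosomal protein genes were at 0.05, the 29 heat shock genes at -0.03, or 0.11 with TMM, and the 15 glycolysis genes at 0.00, or 0.14 with TMM, with percentiles of 43.8, 33.4 and 45.0.

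The genes the paper used as internal controls for qPCR had log2 fold changes close to 0 in the RNAseq libraries. The paper describes them as not stage-specific. How they were chosen is not given in the sources used here, so their values are no independent check of the scaling. They were 0.00 for Smp_093230, 0.01 for Smp_197220, -0.05 for Smp_089880 and 0.00 for Smp_169030, and with TMM they were 0.14, 0.15, 0.09 and 0.14, so that Smp_089880 changes sign with the scaling. The counting interval of each included 0 with the deposited RPKM. The 6 genes that the supplement of Figure 2 shows by FISH at 24 hr were all upregulated at 48 hr, with fold changes from 1.47 for Smp_103470 to 2.36 for Smp_193440, and 3 of them are in Supplementary file 1D. The paper shows them as conserved neoblast genes. How they were picked is not given either, so their rise may follow from that choice.

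The largest rises and falls were ranked among genes with at least 100 reads over both libraries. Their RPKM had to be above 1 in the higher library. Besides Smp_049850 and Smp_148820, the largest rise among those with reads in both libraries was that of Smp_166690. It has no annotation, and its log2 fold change was 7.36 (6.55 to 8.31). Next were Smp_165340, annotated as related to a retinaldehyde binding protein, with 6.56 (5.91 to 7.30), and Smp_124750, a hypothetical protein, with 6.23 (5.74 to 6.76). Among the largest falls, Smp_165230, annotated as related to polycystin 1, went from 4866 to 80 reads, a log2 fold change of -6.07 (-6.41 to -5.75). The others had 1 to 3 reads in sporocysts. Their log2 ratios were -6.87 (-12.2 to -4.36) for Smp_012680, -6.80 (-9.86 to -4.93) for Smp_193580, -6.76 (-9.82 to -4.89) for Smp_139250 and -6.69 (-8.98 to -5.13) for Smp_135250.

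The most abundant genes in miracidia were Smp_106930, which has no annotation, the major egg antigen p40 gene Smp_049250, the egg protein gene Smp_032670, the elongation factor gene Smp_099870 and the heat shock protein gene Smp_072330. In sporocysts the order was Smp_099870, Smp_032670, Smp_106930, Smp_072330 and the actin gene Smp_183710. Smp_106930 went from 21450 to 7883 RPKM and Smp_049250 from 15323 to 5846 RPKM. Reads that also mapped elsewhere were 41.8% of those of Smp_049250 and 77.8% of those of Smp_183710.

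The paper sets the share of orthologs enriched in planarian neoblasts among its upregulated genes beside that among the remaining transcripts. The latter include genes not expressed in sporocysts. By the paper's counts these shares are 19.9% and 12.3%. The same counts give 1194 such orthologs among the 5015 genes detected in sporocysts but not upregulated, which is 23.8%. Among detected genes, the paper's counts thus give no higher share of neoblast-enriched orthologs for the upregulated ones. The paper counts its remaining transcripts over more entries than its predicted genes less the upregulated ones. Genes are not independent replicates, and no test was made.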
